A study of Homo sapiens with 20 samples.

How the data were processed

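Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors in PC-3 cells, an established prostate cancer cell line, with an antibody against the transcription factor c-Myc (here MYC) and another against RNA polymerase II (here POL2). Wild-type (WT) cells were set beside cells in which the kinase gene SLK had been knocked out (SLK-KO). The 20 samples comprise 3 MYC and 3 POL2 libraries per genotype, 6 IgG libraries and 2 Input libraries. The 12 MYC and POL2 libraries each had a summit list and were analysed. The IgG and Input libraries were not used here.

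Per the labels, 50 bp paired-end reads were processed with the nf-core/chipseq pipeline version 2.1.0 against GRCh38.p14. Each of the 12 lists gives the 1-bp summits of the peaks called in a single library, with a score per summit. The deposited score was read as −log10 of the q-value that the peak caller gave within that library, because the lowest score of every list lay just above 1.30103, which is −log10 of 0.05. The scores are the authors' own values and were used only to rank or filter summits within a list. The control library used for peak calling and the caller's options are not stated in the labels. The lists carry no read counts and no peak widths, so sequencing depth is unknown and a longer list cannot be separated from a deeper or cleaner library. The lists held 82 sequence names, of which 58 were found in the reference used here. The 24 others entered counts of summits and sites but no sequence measure. In the promoter share their summits counted as not near a TSS. No summit on the 58 sequences found lay past the end of its sequence.

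Summits of the 6 libraries of an antibody were chained into sites when 250 bp or less apart. Concordance of 2 lists was the percent of summits of one with a summit of the other within 250 bp, after each list was reduced to its N best-scored summits, N being the length of the shortest list (201 for MYC and 5047 for POL2). The promoter share was the percent of summits within 1 kb of a transcription start site (TSS) of a protein-coding gene in GENCODE release 44. A MYC summit was counted with POL2 when the same-numbered POL2 library of the genotype had a summit within 250 bp. The background for this was the same count with the MYC positions moved by 10 kb. The E-box share was the percent of MYC summits with CACGTG within 100 bp in the GRCh38 sequence. Its background was the share at POL2 summits, at positions 2 kb from the summits, and for 7 other palindromes with a central CG. The ribosomal protein genes were 83 protein-coding genes with symbols RPL or RPS plus a number and at most a short suffix. They were set against the 10428 protein-coding genes with a POL2 summit within 1 kb of a TSS in at least 1 library. Of the 83 genes, only 70 were themselves among these 10428, so the sets were not chosen alike.

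The library was the unit of every test. Genotypes were compared by exact two-sided permutation of the labels (20 relabellings, smallest possible p 0.1), so no comparison of 3 against 3 libraries could fall below 0.05. The difference between the antibodies was tested with 400 joint relabellings (smallest possible p 0.005), and concordance over the 10 splits of 6 libraries. The joint relabellings assume no genotype effect in either antibody and do not test whether the effects are equal. Their smallest p can be reached only when the antibodies change in opposite directions. Benjamini-Hochberg adjustment covered the 10 tests. Values are mean ± SD over 3 libraries. Intervals for shares of a single library are Wilson 95% intervals and cover counting error only.

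The tests, the settings, the alternatives and the rule for naming genes and sites were fixed before the data were examined. Named were SLK and MYC, 10 further genes (NCL, NPM1, ODC1, CAD, LDHA, CDK4, NME1, PTMA, APEX1, FBL), and per antibody up to 5 sites with the best median rank among sites in all 6 libraries, in 3 SLK-KO and 0 WT libraries, and in 3 WT and 0 SLK-KO libraries. One item that this rule selects is not reported here. The alternatives covered windows, score minimums, list lengths, annotation, a replicate block and leaving out each library. The site counts were tested on simulated data with 200 seeded sites each way. Seeded sites were set present in all 3 libraries of a genotype and in 0 of the other. Their recovery therefore checks the chaining and counting, not the power to find sites that differ between genotypes. Over 2348 MYC sites, 99.5% of the SLK-KO-only and 98.5% of the WT-only seeded sites were recovered, and over 34536 POL2 sites 96.5% and 95% were. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.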

Results

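MYC and POL2 binding was profiled in WT and SLK-KO PC-3 cells, with 3 libraries per antibody and genotype. The comparisons address whether loss of SLK, a kinase that the study's title calls a co-regulator of c-Myc, goes with a change in where MYC and POL2 are found. The WT MYC lists held 365, 201 and 267 summits and the SLK-KO MYC lists 1218, 1420 and 988. The WT POL2 lists held 17126, 5047 and 9925 summits and the SLK-KO POL2 lists 19017, 15436 and 16298. Read depth is unknown, so these numbers are numbers of called peaks and not amounts of binding.

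The targeted gene SLK (ENSG00000065613.15, GRCh38 chromosome 10, 103967140 to 104029233) had a POL2 summit within 1 kb of a TSS in 2 of 3 WT and 3 of 3 SLK-KO libraries, and a MYC summit in 0 of 3 of each. A summit list cannot show whether the gene's product was lost.

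MYC summits numbered 278 ± 82.5 in WT and 1209 ± 216 in SLK-KO (SD, n = 3 each). The difference of the mean log2 numbers was 2.15, a ratio of geometric means of 4.44, and the log2 ratio of the arithmetic means was 2.12. The ranges did not overlap, and the exact permutation p was 0.1 (adjusted 0.167), the smallest the design allows. POL2 summits numbered 10699 ± 6077 in WT and 16917 ± 1869 in SLK-KO (SD, n = 3 each), with overlapping ranges. The difference of the mean log2 numbers was 0.83, a ratio of geometric means of 1.77 (exact permutation p = 0.3, adjusted 0.333), and the log2 ratio of the arithmetic means was 0.66. The value depended on single libraries, at 0.37 without WT replicate 2 and 1.25 without WT replicate 1. The MYC log2 ratio exceeded that of POL2 by 1.32 (exact permutation p = 0.28, adjusted 0.333, with each antibody relabelled on its own). That relabelling assumes no genotype effect in either antibody, so a gain in both also widens the relabelled differences. It therefore cannot decide whether the gains are equal. With same-numbered libraries paired, sign flips gave an exact p of 0.25, the smallest that 8 flips allow. Pairing could thus not decide the question. The value was 1.19 to 1.40 when the libraries of a replicate number were left out, and 0.62 with a score of at least 10. A change particular to MYC was therefore neither shown nor excluded.

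**Figure D1:**
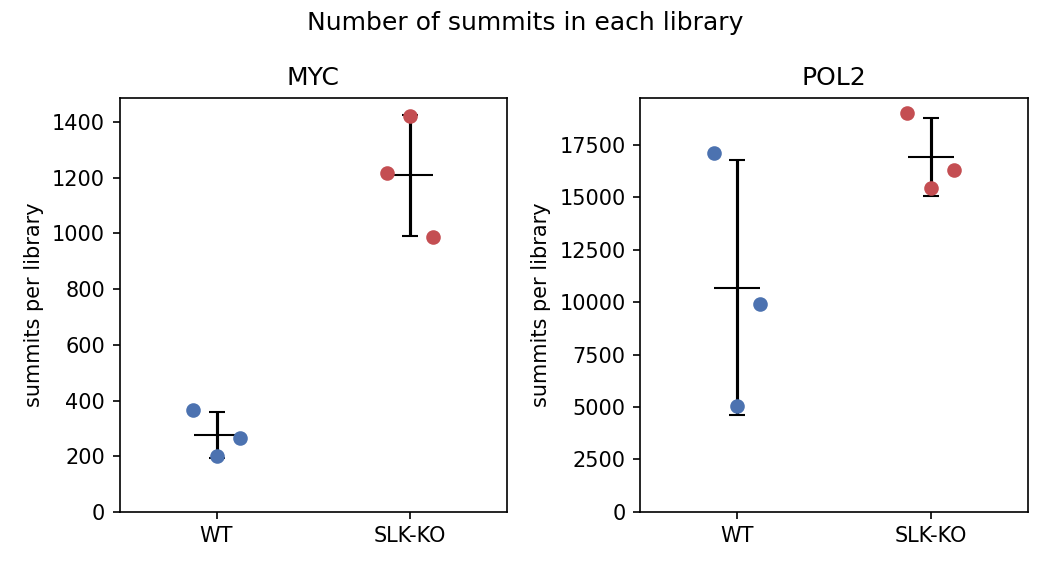
Number of summits in each library (points), with the mean and SD of 3 libraries (black), for MYC (left) and POL2 (right) in WT and SLK-KO cells. The SLK-KO MYC libraries, at 988 to 1420 summits, lie above the WT libraries at 201 to 365, while the POL2 ranges overlap.

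The 6 MYC lists gave 2348 sites. At least 2 WT libraries shared 211 of them and at least 2 SLK-KO libraries 924, and 196 met both conditions. Of the 211 WT sites, 209 (99.1%) had a summit in at least 1 SLK-KO library, while 380 of the 924 SLK-KO sites (41.1%) had a summit in at least 1 WT library. All 3 SLK-KO and 0 WT libraries held 163 sites, and 0 sites showed the reverse. When 100 sets of lists were drawn in which each site had the same chance in both genotypes and only the list lengths differed, 233 sites on average (194 to 263) were in 3 SLK-KO and 0 WT libraries. The 163 sites were no more than these draws gave, but the draws thinned the shorter lists without regard to score. Sites in all 6 libraries had a median rank percentile of 6.46 in the SLK-KO lists, where 0 is the best, and the 163 sites 43.3. Since real lists are cut by score, the draws cannot show how many such sites list length gives. With the 201 best-scored summits of each list, 9 sites were in 3 SLK-KO and 0 WT libraries and 5 in the reverse.

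The 6 POL2 lists gave 34536 sites, 8007 in at least 2 WT libraries, 14080 in at least 2 SLK-KO libraries and 6974 in both. Of the WT sites 94.1% had a summit in at least 1 SLK-KO library, and of the SLK-KO sites 76.5% had a summit in at least 1 WT library. There were 1029 sites in 3 SLK-KO and 0 WT libraries and 37 in 3 WT and 0 SLK-KO libraries. The same kind of draws, with the same limit, gave 480 (429 to 534) and 33.1 (22 to 48). Without WT replicate 1, the longest WT list, the counts were 2844 and 161.

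In lists of equal length, MYC concordance was 55.1% within genotypes and 51.5% between them, a difference of 3.59 percentage points (exact permutation p = 0.1, adjusted 0.167). With all summits the sign reversed to -20.5 points. In lists of equal length, pairs of WT MYC libraries averaged 52.2%, near the mean between genotypes, and pairs of SLK-KO MYC libraries 57.9%. The highest MYC value between genotypes (57.2%) was above every WT pair (up to 53.7%). The MYC difference thus came mainly from the SLK-KO pairs. POL2 concordance was 70.5% within and 65.0% between genotypes, a difference of 5.49 points (exact permutation p = 0.1, adjusted 0.167). Pairs of WT libraries averaged 64.3%, below the mean between genotypes, and pairs of SLK-KO libraries 76.7%. The low WT mean came from the pairs with WT replicate 2 (60.4% and 58.9%), while WT replicates 1 and 3 shared 73.7%, above the highest value between genotypes (71.7%). Leaving out a single SLK-KO library lowered the POL2 difference to between 2.34 and 2.46 points, leaving out WT replicate 1 raised it to 10.3 points, and without WT replicate 2 it was 6.49 points. With all summits the POL2 difference was 2.24 points. The MYC difference was 1.33 points without SLK-KO replicate 1. Leaving out a library leaves its genotype fewer pairs, which shifts the mean within genotypes towards the other genotype. These changes thus come partly from that weighting and not only from the library left out.

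Summits near promoters made up 81.9% ± 0.753 of WT and 76.4% ± 2.17 of SLK-KO MYC summits (SD, n = 3 each), a difference of -5.55 points (exact permutation p = 0.1, adjusted 0.167). In lists of 201 summits it was -3.15 points, with ranges that did not overlap, and with a score of at least 5 it was -3.76 points, with overlapping ranges. For POL2 the shares were 62.7% ± 8.45 and 54.1% ± 3.43, a difference of -8.60 points, about the SD of the WT libraries, with overlapping ranges (exact permutation p = 0.3, adjusted 0.333). That difference changed sign, to 4.44 points, in lists of equal length, through WT replicate 2 at 68.9%. The other WT libraries were then at 83.9% and 80.8% and the SLK-KO libraries at 82.2%, 81.7% and 83.0%. Positions within 1 kb of a coding TSS make up 2.37% of chromosomes 1 to 22 and X.

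A POL2 summit lay within 250 bp of 47.4% ± 7.89 of WT and 52.4% ± 1.59 of SLK-KO MYC summits (SD, n = 3 each), against 1.62% ± 1.19 and 1.99% ± 0.323 with positions moved by 10 kb. The genotypes differed by 5.01 points, less than the spread of the WT libraries (exact permutation p = 0.4, adjusted 0.4). The direction depended on which lists were shortened: the difference was -4.19 points with POL2 lists of equal length and 9.95 points with MYC lists of equal length. Without WT replicate 2 it was 0.945 points.

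CACGTG, the E-box that MYC binds, lay within 100 bp of 42.1% ± 2.26 of WT and 30.2% ± 0.792 of SLK-KO MYC summits (SD, n = 3 each). The background was 3.63% and 3.57% at POL2 summits, 1.77% and 1.96% at positions 2 kb away, and 4.92% and 4.16% for the mean of the other palindromes. The genotypes differed by -11.9 points, with ranges that did not overlap (exact permutation p = 0.1, adjusted 0.167). In lists of 201 summits the shares were 45.9% ± 1.90 and 44.4% ± 2.33, and the difference was -1.49 points, within the spread of the libraries.

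**Figure D2:**
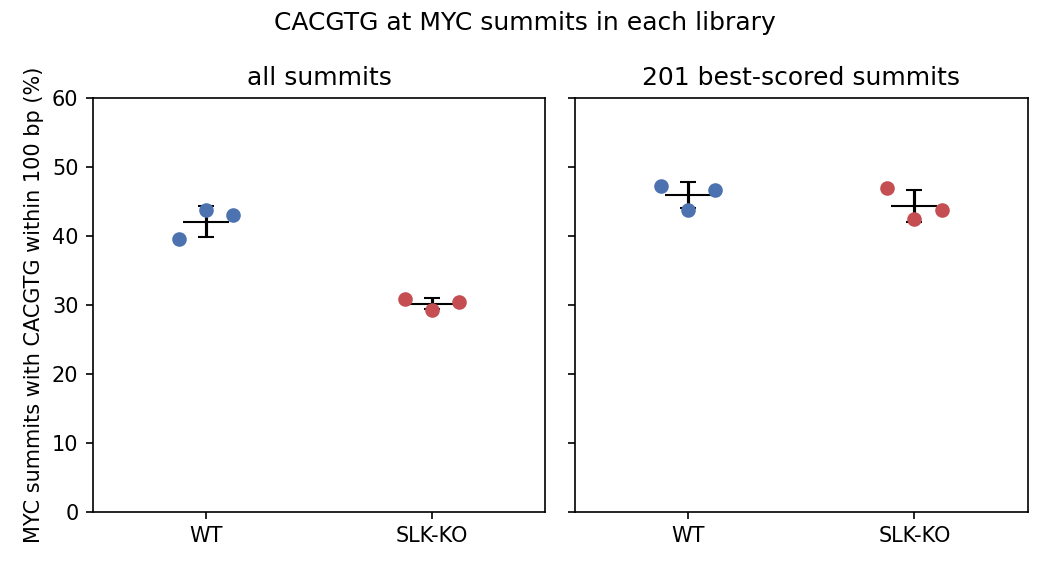
Percent of MYC summits with CACGTG within 100 bp in each library (points), with the mean and SD of 3 libraries (black), for all summits (left) and the 201 best-scored summits of each list (right). The genotypes are apart at 42.1% and 30.2% with all summits and overlap in lists of equal length.

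A MYC summit lay within 1 kb of a TSS for 18.5% ± 4.87 of the 83 ribosomal protein genes in WT and 47.0% ± 5.52 in SLK-KO (SD, n = 3 each), against 2.57% ± 0.715 and 9.91% ± 1.46 of the background genes. The difference was 28.5 points (exact permutation p = 0.1, adjusted 0.167). In lists of 201 summits the difference was 2.81 points, with overlapping ranges (10.8% to 15.7% in WT and up to 18.1% in SLK-KO).

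Among the genes fixed beforehand, NCL, NPM1, ODC1 and NME1 had a MYC summit within 1 kb of a TSS in all 6 MYC libraries. CDK4 had one in 3 SLK-KO and 0 WT libraries, and PTMA in 1 WT and 0 SLK-KO libraries. The CDK4 summits ranked 747, 1297 and 871 in the SLK-KO lists, past the end of the longest WT list (365). List length alone could therefore give the split at CDK4. CAD, LDHA, APEX1 and FBL had none in any library. LDHA, APEX1 and FBL also had no POL2 summit in any library, and their nearest POL2 summit was at least 130175 bp away. The reason is not known, so the lack of a MYC summit at these 3 genes was not read as absent binding. The MYC gene itself (ENSG00000136997.22, chromosome 8, 127735434 to 127742951) had a MYC summit in 3 SLK-KO and 0 WT libraries. That site (127738355 to 127738503) lay in coding sequence, 660 bp from an internal annotated TSS.

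The best-ranked MYC site in all 6 libraries lay on the patch sequence ML143380.1 (79827 to 79828), which is not in the reference used. The next were in the 5′ region of NME1 (chromosome 17, 51153549 to 51153580, median rank 3), in the UTR of BRWD1 (chromosome 21, 39313692 to 39313817), in intergenic sequence of chromosome 7 (4642040 to 4642099) and in the UTR of SNX5 (chromosome 20, 17968632 to 17968726). The best-ranked MYC sites in 3 SLK-KO and 0 WT libraries had as nearest coding TSS those of KMT2D, NCBP2, FZD8, ADGRE5 and MYC, with median ranks of 63 to 79, within the length of the shortest WT list. For the last of them the TSS of the lncRNA CASC11 was closer, at 582 bp.

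The best-ranked POL2 sites in all 6 libraries lay, by the nearest TSS of any gene type, at WDR74 (chromosome 11, 62841618 to 62841623), RNVU1-29, RNVU1-14, RNVU1-27 and RNU4-2. The last 4 are small nuclear RNA genes with near-identical copies, so their positions are uncertain. The best-ranked sites in 3 SLK-KO and 0 WT libraries included those with the nearest coding TSS at CCN2, RASSF8 (where the lncRNA RASSF8-AS1 was closer, at 46 bp), ASAP1 and FUT8, and for those in 3 WT and 0 SLK-KO libraries the nearest coding TSS was at RDH10, HSPA2, ASAP1, HSPA6 and PTPN14. Apart from CCN2, at 2534 bp, each of these sites had a summit of the other genotype 277 to 1033 bp away. The lists give no peak widths, so shifted summits and separate peaks were not distinguished.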

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

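All alternatives were chosen before the data were examined. Of 110 alternatives to tests, 106 kept the direction and the side of the threshold and 4 reversed. Since an exact permutation of 3 against 3 libraries gives no p below 0.1, keeping the side of the threshold says nothing about stability. Of 106 alternatives to site counts, 62 stayed within 1.5 times the count and 44 did not.

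The 4 reversals all came from list length or the POL2 set. MYC concordance within minus between genotypes went to -20.5 points with all summits, where a short WT list is set against a long SLK-KO list. The POL2 promoter share difference went to 4.44 points with the best-scored 5047 summits. The difference in MYC summits with a POL2 summit went to -4.19 points with POL2 lists of equal length and to -2.97 points with one POL2 set for both genotypes. The reversal of the POL2 promoter share rests on WT replicate 2, at 68.9% against 80.8% or more in the other 5 libraries. The cause of the 2 reversals for MYC summits with a POL2 summit was not tested.

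Asking for 3 of 3 libraries, MYC sites numbered 94 in WT, 424 in SLK-KO and 84 in both, and POL2 sites 3335, 9138 and 3024. With a score of at least 5, MYC sites in at least 2 SLK-KO libraries numbered 567, those in 3 SLK-KO and 0 WT libraries 93, and POL2 sites in 3 WT and 0 SLK-KO libraries 23. With lists of equal length, MYC sites in at least 2 SLK-KO libraries numbered 176, in both genotypes 115, in 3 SLK-KO and 0 WT 9 and in 3 WT and 0 SLK-KO 5. The POL2 counts were then 4529 in WT, 4828 in SLK-KO, 3542 in both, 242 and 103.

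Across the 6 fits that each left out a library, MYC sites ranged from 113 to 211 in WT, 529 to 923 in SLK-KO, 108 to 179 in both, 183 to 349 in SLK-KO alone and 0 to 2 in WT alone. POL2 sites ranged from 3617 to 7957 in WT, 3319 to 6543 in both, 1057 to 2844 in SLK-KO alone and 62 to 310 in WT alone. These counts need fewer libraries to be present, which raises counts of sites in one genotype alone. The lowest POL2 count in WT and the highest in SLK-KO alone were those without WT replicate 1. The highest in WT alone was that without WT replicate 2. Among the tests, the POL2 log2 ratio ranged from 0.37 (without WT replicate 2) to 1.25 (without WT replicate 1). MYC concordance ranged from 1.33 to 5.51 points and POL2 concordance from 2.34 to 10.3 points, partly because a genotype then has fewer pairs. The POL2 promoter difference ranged from -13.4 to -5.49 points and MYC summits with a POL2 summit from 0.945 to 8.83 points.

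The replicate numbers are shared between genotypes, but same-numbered libraries did not deviate together (correlations of site presence from -0.0215 to 0.0317 for MYC and from -0.0245 to 0.00580 for POL2). By construction, sign flips within the replicate block left the effects as they were, such as 2.15 for the MYC log2 ratio and 0.83 for POL2. These each had an exact p of 0.25, the smallest that 8 flips allow. For MYC summits with a POL2 summit the exact p was 0.5. Concordance and the site counts were not fitted with the block. No call changed in the fits that were, and none could, since their p could not fall below 0.25.

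The number of libraries and the unknown read depth limit every comparison here. All SLK-KO libraries carry the same name in the labels, PC-3 PSD10, whose meaning is not given. If it names a single knockout line, the replicates do not separate loss of SLK from other differences of that line. At equal list length the E-box difference fell from -11.9 to -1.49 points and the ribosomal protein difference from 28.5 to 2.81 points, while the MYC promoter difference went from -5.55 to -3.15 points with ranges that did not overlap. With a score of at least 5 the MYC promoter difference was -3.76 points with overlapping ranges.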

Other observations

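Most tests in this part were chosen only after the result was seen. The tests of CACGTG at MYC sites in 3 SLK-KO and 0 WT libraries, of chromosome 2 outside promoters and, for MYC, at equal list length, of the best 1000 summits of WT POL2 replicate 2 and of the YAP/TAZ target list without CCN2, ASAP1 and PTPN14 were written down before their result was seen, though that list was itself prompted by these 3 genes.

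The higher number of MYC summits in SLK-KO was set against 5 technical explanations. Spurious calls as the whole source are argued against by the 1276 sites in 1 SLK-KO and 0 WT libraries, which hold most of the added sites: 23.2% had CACGTG within 100 bp (Wilson 95% interval 20.9 to 25.6), against 2.00% at 2 kb. That some of them are spurious is not excluded. The 163 sites in 3 SLK-KO and 0 WT libraries, at 28.8% (22.4 to 36.2) against 1.84%, were selected for being found again and bear less on this. Summits on unplaced and patch sequences are argued against by their number, 9.33 in WT and 8.33 in SLK-KO on average. Copy number of some chromosomes as the whole source is argued against because every SLK-KO library exceeded every WT library on 23 of 23 chromosomes, including all 5 on which the POL2 share was lower in every SLK-KO library. Lower detection of the same sites in WT remains open and has support: the SLK-KO-only sites had a median rank percentile of 43.3 in the SLK-KO lists, where 0 is the best, against 16.2 for sites also in WT. A gain of the same size in every SLK-KO ChIP cannot be told apart from a MYC-specific one. The difference between antibodies had a permutation p of 0.28 and a sign-flip p of 0.25, the smallest that 8 flips allow. The permutation assumes no genotype effect in either antibody, so neither test can decide this. Deeper or more efficient SLK-KO libraries and stronger MYC binding after loss of SLK would both give more MYC summits. The lists do not separate them.

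The lower E-box share in SLK-KO may come from list length, since the difference was -1.49 points at equal length. In the 5 MYC libraries with enough summits past rank 200, the share was lower there than among the best 100.

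Other splits of the 6 libraries into 3 and 3 gave fewer sites in 3 libraries of one side and 0 of the other. Only 1 of the 10 splits, the real one, reached 163 MYC sites, and the next had 22. Only 1 of the 10 reached 1066 POL2 sites, with 650 next. At equal list length 1 of the 10 splits reached 14 MYC sites, with 8 next, and 1 of the 10 reached 345 POL2 sites, with 85 next. With 10 splits the share is never under 0.1. Draws in which only the list lengths differed gave 233 MYC sites in 3 SLK-KO and 0 WT libraries, more than observed. They ignored scores, so they cannot show whether list length is the whole source of that count. At equal length 9 MYC sites were in 3 SLK-KO and 0 WT libraries and 5 in the reverse, which list length cannot give. The source of most of the 163 sites stays open. List length is argued against as the whole source for POL2. There, equal length gave 242 sites in 3 SLK-KO and 0 WT libraries and 103 in the reverse. Together these were 345, against at most 85 for both kinds in the other splits.

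Of the 37 POL2 sites in 3 WT and 0 SLK-KO libraries, 26 (70.3%) had a SLK-KO summit within 1 kb, against 12.2% of positions 10 kb away. Many of these 37 sites may thus be shifted summits of a peak called in both genotypes. Of the 1029 POL2 sites in 3 SLK-KO and 0 WT libraries only 230 (22.4%) had a WT summit within 1 kb, so such shifts would account for a smaller part of them.

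The share of summits on chromosome 2 was lower in SLK-KO for both antibodies, at 7.10% ± 0.00169 in WT and 5.70% ± 0.151 in SLK-KO for POL2 and 7.07% ± 0.734 and 3.51% ± 0.338 for MYC (SD, n = 3 each). List length is argued against for POL2 by the longest WT list, which is as long as the SLK-KO lists and had 7.10%. For MYC it is argued against by a difference of -3.96 points in lists of 201 summits, where every SLK-KO library stayed below every WT library. A few loci are argued against because 10 of 10 windows of 25 Mb had a lower POL2 share in SLK-KO. For MYC, with few summits per window, 7 of 10 were lower, so this holds for POL2 and is open for MYC. An effect on promoters alone is argued against by a difference of -1.55 points outside promoters. WT and SLK-KO ranges did not overlap on 12 of 23 chromosomes for POL2 and 10 for MYC, where chance gives 10%. The other splits reached at most 4 and 3, so 1 of the 10 splits was as large for each antibody. Chromosomes 2, 4, 5, 15, 16 and X were apart in both antibodies, in the same direction.

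Across the 23 chromosomes, which are not independent replicates, the log2 changes of the shares of MYC and POL2 went together (Pearson r = 0.72, permutation p = 0.00018, Spearman rho = 0.73, permutation p = 0.0002). Without chromosomes 16 and 22, the farthest from the median, r was 0.85, at equal list length 0.81, and without chromosome 2, which prompted the test, 0.68 (permutation p = 0.0006). A candidate explanation is a difference in chromosome copy number between the WT cells and the SLK-KO cells, for which r = 0.72 has the sign it needs. The Input libraries, which would test this directly, were not used here. A regional effect of the knockout on both antibodies stays open as untested. If copy number differs, part of the difference between the genotypes at single sites would come from it.

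Long stretches held many genes and no POL2 summit in any library. The stretch with the most ran from 28443437 to 33571162 on chromosome 6 and held 179 protein-coding genes, of which 175 had a promoter whose sequence also lies on an alternate-haplotype sequence of GRCh38. A promoter was counted so when at least 50% of its 31-base words within 500 bp of each TSS were found on any of the 261 alternate sequences. Of 787 such genes 7 (0.889%, Wilson 95% interval 0.432 to 1.82) had a POL2 summit, against 10408 of 18831 other genes (55.3%), and 0 had a MYC summit. The lists contain summits on alternate and patch sequences, so a candidate explanation for the 0.889% is that reads matching both copies were dropped after alignment. Absence of a summit in these regions is then no evidence of absent binding. This does not extend to every gap. Of the other stretches, 1 on chromosome 17 had such a promoter at 54 of 57 genes. The stretch from 48055882 to 57296177 on chromosome 11 had it at only 10 of 66 genes. Stretches with 49 genes on chromosome 1 and with 42 genes on chromosome 11 had it at 0. Of the 11 of 81 ribosomal protein genes on chromosomes 1 to 22 and X with no POL2 summit, 3 had such a promoter and 8 did not, and LDHA, APEX1 and FBL shared 0% of their promoter words. Patch sequences, which are not in the reference used, were not tested.

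WT POL2 replicate 2 stood apart: in lists of 5047 summits its promoter share was 68.9%, 11.9 points below the next, and it alone had summits on the mitochondrial genome (12). Among its best 1000 summits the promoter share was 85.1% (Wilson 95% interval 82.8 to 87.2), 1.50 points below the lowest of the other 5 libraries (86.6% to 88%). It fell outside their range, which was the outcome set beforehand as evidence against weak summits as the reason, but by less than the counting error. Weak summits therefore cannot be told apart from another fault of this library. No biological explanation was tested.

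CCN2 (ENSG00000118523.6, chromosome 6, 131948176 to 131951372) had a POL2 summit near its TSS in the SLK-KO libraries alone. The longer SLK-KO lists are argued against by ranks of 101 to 124 in them. The WT lists had summits ranked 46 to 65 at the other end of the gene, 2 inside it and 1 at 371 bp past its end, so the gene was not unbound in WT. The outcome set down for a shifted summit, a WT summit inside the gene in every WT list, was thus missed in 1 list. With no peak widths, a shifted summit (WT ranks down to 65) cannot be told apart from separate peaks. CCN2, ASAP1 and PTPN14 are targets of the YAP/TAZ pathway, which prompted a list of 22 targets written from general knowledge. Without these 3 genes, the gain of the other 19 in promoters with a POL2 summit, in lists of equal length, stood at percentile 65.1 of 10000 random lists, and with them at 88.1. A general gain at these targets was not found.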
